# Comparison of lncRNA Expression in the Uterus between Periods of Embryo Implantation and Labor in Mice

**DOI:** 10.3390/ani12030399

**Published:** 2022-02-08

**Authors:** Zijiao Zhao, Lu Chen, Maosheng Cao, Tong Chen, Yiqiu Huang, Nan Wang, Boqi Zhang, Fangxia Li, Kaimin Chen, Chenfeng Yuan, Chunjin Li, Xu Zhou

**Keywords:** P4, embryo implantation, labor, mRNAs, lncRNAs

## Abstract

**Simple Summary:**

Progesterone has been proven to play an important role in female mammals during pregnancy. In this study, the uteri of pregnant mice were collected to compare mRNA and lncRNA expression between periods of embryo implantation and labor. The results show that 19 known differentially expressed lncRNAs and 31 novel differentially lncRNAs were commonly expressed between the two stages, indicating that these lncRNAs’ function is related to progesterone.

**Abstract:**

Uterine function during pregnancy is regulated mainly by progesterone (P4) and estrogen (E2). Serum P4 levels are known to fluctuate significantly over the course of pregnancy, especially during embryo implantation and labor. In this study, pregnant mice at E0.5, E4.5, E15.5, and E18.5 (*n* = 3/E) were used for an RNA-Seq-based analysis of mRNA and lncRNA expression. In this analysis, 1971 differentially expressed (DE) mRNAs, 493 known DE lncRNAs, and 1041 novel DE lncRNAs were found between E0.5 and E4.5 at the embryo implantation stage, while 1149 DE mRNAs, 192 known DE lncRNAs, and 218 novel DE lncRNAs were found between E15.5 and E18.5 at the labor stage. The expression level of lncRNA-MMP11 was significantly downregulated by P4 treatment on MSM cells, while lncRNA-ANKRD37 was significantly upregulated. Notably, 117 DE mRNAs, 19 known DE lncRNAs, and 31 novel DE lncRNAs were commonly expressed between the two stages, indicating that these mRNAs and lncRNAs may be directly or indirectly regulated by P4.

## 1. Introduction

In female mammalian reproduction, crosstalk between the embryo and the uterus is present throughout pregnancy. Crosstalk becomes particularly frequent during the embryo implantation stage and labor stage, and is regulated mainly by progesterone (P4) and estrogen (E2), as well as other hormones, such as oxytocin and human chorionic gonadotropin [1,2,3,4,5,6,7,8]. P4 has been proven to play an important role in embryo implantation and labor [9,10,11,12,13]. Implantation and labor are complex processes involving paracrine, autocrine, cell–cell and cell–matrix interactions [4,14,15,16,17]. The mouse is the preferred model animal for implantation and labor research that focuses on changes in uterine morphology and physiology [14,18]. The levels of P4 remain low until the end of implantation at embryonic day (E) 4.5 [19]. At this stage, the uterine environment is beneficial to support blastocyst growth and implantation [20,21,22]. The high levels of P4 were treated as the main hormone to regulate myometrial quiescence throughout the majority of pregnancy [11,23,24]. The P4 level remains high to maintain uterine quiescence until E15.5, with progesterone receptor function decreasing (Figure 1A) [25,26,27]. Both stages are connected with an increased level of inflammatory response; this is characterized by increased production of proinflammatory cytokines such as IL-1β and IL6 (Figure 1B) [23]. Although embryo implantation and labor are different physiological stages, the stages may be regulated by changes in P4 via a similar molecular mechanism.

Long noncoding RNAs (lncRNAs) are important components of noncoding RNAs [28]; lncRNAs can regulate target genes by cis or trans, or in combination with miRNAs, so it is difficult to determine their target genes [29,30]. The roles of lncRNAs have been widely reported in organ development, cancer, and aging over recent decades [31,32,33]. LncRNAs can also be biomarkers of endometrial receptivity in humans [34]. Therefore, this study was conducted in order to further explore the expression of lncRNAs that might be regulated by P4. The uteri of pregnant mice at embryonic day 0.5 (E0.5), embryonic day 4.5 (E4.5), embryonic day 15.5 (E15.5), and embryonic day 18.5 (E18.5) were collected in order to analyze their lncRNA and mRNA expression profiles (Figure 1C). In mice, fertilization is completed in the fallopian tube on E0.5, and endometrial receptivity lasts for 18–24 h, or until the end of 5 days post-coitum [35,36]. Thus, in this study, E0.5 and E4.5 were considered to represent the embryo implantation stage according to P4 levels, and E15.5 and E18.5 represented the labor stage according to P4 levels and other parturition studies [14,19,37,38,39,40]. This is the first study to show that differentially expressed (DE) lncRNAs and mRNAs in the murine uterus might be regulated by P4, and we suggest that this will provide basic data for exploiting the function of lncRNAs in murine embryo implantation and labor.

## 2. Methods

### 2.1. Animals and Sample Collection

Twelve female ICR mice were purchased from Liaoning Changsheng Company (Shenyang, China). At the age of 60 days, they were mated with male mice to become pregnant. The 12 mice were randomly divided into 4 groups, with 3 mice in each group. On days 0.5 (E0.5; m0051, m0052, m0053), 4.5 (E4.5; m0451, m0452, m0453), 15.5 (E15.5; m151, m152, m153), and 18.5 (E18.5; m181, m182, m183) after mating, the whole uterus of each mouse was collected. All uteri were immediately snap-frozen in liquid nitrogen and stored at −80 °C.

### 2.2. Total RNA Isolation, Library Preparation, and Sequencing

The tissues of the four groups were sequenced by a service provider (LC-BIO Biotech Ltd., Hangzhou, China). Total RNA was isolated and purified from each uterine sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). DNase I (Takara, Japan) was used to eliminate DNA contamination. The RNA concentration and integrity of individual samples were estimated using a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). Total RNA was depleted of ribosomal (rRNA) molecules using the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA). Divalent cations were used to fragment the remaining RNA into small fragments. Then, the cleaved RNA fragments were reverse-transcribed to produce cDNA. The size of cDNA fragments in the library was ~300 bp (±50 bp). Finally, paired-end sequencing was performed on an Illumina HiSeq 4000 (LC-BIO Biotech Ltd., Hangzhou, China).

### 2.3. Quality Control and Mapping

First, Cutadapt (1.9) (https://cutadapt.readthedocs.io/en/stable/, accessed on 1 March 2021) was used to remove low-quality reads containing adaptor contamination, low-quality bases, and undetermined bases. FastQC (0.10.1) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 1 March 2021) was then used to verify sequence equality. Then, the murine genome was mapped by Bowite2 and Tophat2 [41,42]. Finally, all transcriptomes were merged and their expression levels were estimated by calculating the fragments per kilobase per million reads, using StringTie and Ballgown [43,44].

### 2.4. lncRNA Identification

First, the transcripts were discarded if they overlapped with known mRNAs and were shorter than 200 bp in length. Then, CPC0.9-r2 (https://cpc2.cbi.pku.edu.cn/, accessed on 1 March 2021) with default parameters (cpc2 -I novel.fa -o cpc2. out) and CNCI2.0 (https://github.com/www-bioinfo-org/CNCI, accessed on 1 March 2021) with default parameters (CNCI.py-f novel.fa-o CNCI.result-p 1-m ve-g novel.gtf-d genome.fa) were used to predict transcripts with coding potential [45,46]. Finally, transcripts of CPC scores < −1 and CNCI scores < 0 were removed. The rest of the transcripts were considered to be lncRNAs.

### 2.5. RNA Expression and Functional Analysis

The R package Ballgown with log2(fold change (FC >1)) or log2(FC) <−1 was used to screen DE lncRNAs and DE mRNAs with statistical significance *p* < 0.05. The function of DE mRNAs was analyzed using Gene Ontology (GO, https://geneontology.org, accessed on 1 March 2021) and the Kyoto Encyclopedia of Genes and Genomes (KEGG, https://www.kegg.jp/kegg, accessed on 1 March 2021); *p* < 0.05 represents statistical significance.

### 2.6. Target mRNA Prediction and Functional Analysis of lncRNAs

The function of lncRNAs was predicted by cis-targeted mRNAs of lncRNAs. In this study, coding genes 100 kbp upstream and downstream were selected via a Python script [47]. Co-expression analysis of DE lncRNAs and DE mRNAs was used to analyze the function of lncRNAs. The correlations between DE lncRNAs and mRNAs were examined via Pearson’s correlation analysis. Then, the functional analysis of the lncRNAs’ target mRNAs was demonstrated by BLAST2GO [48].

### 2.7. GO and KEGG Enrichment Analysis

GO terms and KEGG pathway enrichment analysis were performed to investigate the biological process, understanding the main functions of DE mRNAs and lncRNAs between E0.5 and E4.5, and then between E15.5 and E18.5.

### 2.8. Similarities and Differences in mRNAs and lncRNAs between the Two Stages

DE mRNAs, known DE lncRNAs, and novel DE lncRNAs were analyzed by Venn diagram to determine the similarities and differences between the embryo implantation stage and the labor stage, using OmicStudio tools (https://www.omicstudio.cn, accessed on 5 February 2022).

### 2.9. Murine Uterine Smooth Muscle Cell Isolation and Culture

Each of 10 female mice (6–10 weeks old) was injected with 0.1 mL eCG (equine chorionic gonadotropin, 200 U/mL) at 0 h and 24 h. After 48 h, the uterus was collected and placed into a 15 mL tube with 10 mL of PBS (0.2% penicillin–streptomycin, HyClone, Logan, UT, USA). Uteri were washed 3 times with PBS, had all residual adipose or connective tissue removed, and then were transferred to a new 10 cm culture dish and washed a further 3 times with PBS. Uteri were cut longitudinally to expose the uterine lumen and transferred into a new centrifuge tube with PBS. The cut uteri were scraped with a cell scraper to remove inner cells, such as murine endometrial epithelial cells and stromal cells. Then, the uteri were washed 3 times with fresh PBS in a new 50 mL tube with 10 mL of trypsin (2.5%, HyClone, Logan, UT, USA) added and incubated for 30 min at 37 °C while shaking (100 rpm). Ten milliliters of DMEM/F12 cell culture medium (10% FBS, HyClone, Logan, UT, USA) was added to stop incubation, and murine uterine smooth muscle (MSM) cells were collected by passing cell suspensions through a 100 µm nylon mesh for the first step, and then a 40 µm nylon mesh for the second step. The cell suspension was centrifuged at 1000 g for 8 min and then washed twice with PBS. The undigested uteri were collected and washed with PBS and then incubated again, as previously described.

### 2.10. P4 Treatment of MSM Cells

MSM cells were cultured in 6 pooled cell dishes separately. When the cell density was approximately 80%, the cells were treated with 100 nM P4 (Solarbio, Beijing, China) in DMSO for 24 h, while an equal volume of DMSO was used to treat the control group. Then, the cells were collected for qRT-PCR. Each experiment was replicated three times.

### 2.11. Validation of LncRNA Expression by qRT-PCR

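The uterine RNA-seq of the same study measured the 4 loci whose primers are listed in Table S1, with 3 mice on each day of pregnancy. The values are FPKM from the authors' deposited gene tables, in which the transcript targeted by each primer pair is counted together with the other transcripts of its locus, so the lncRNA alone was not measured. Positions are those of the tables, which match the mouse build GRCm38. The locus of lncRNA-ANKRD37 is the row of the protein-coding gene Ankrd37 on the minus strand of chromosome 8, from 45996902 to 46005707. It had 3.10 ± 0.200 FPKM (SD, n = 3) at E0.5 and 0.585 ± 0.102 FPKM (SD, n = 3) at E4.5, a log2 fold change of 2.39 (standard error 0.25, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E18.5 it had 1.59 ± 0.343 FPKM (SD, n = 3) against 3.52 ± 0.856 FPKM (SD, n = 3) at E15.5, a log2 fold change of -1.10 (standard error 0.24, adjusted p = 0.167 from limma with Benjamini-Hochberg adjustment). The locus of lncRNA-MMP11 is the row of Mmp11 on the minus strand of chromosome 10, from 75923222 to 75932475. It was higher at E0.5 (58.2 ± 15.9 FPKM) than at E4.5 (6.33 ± 3.63 FPKM), with a log2 fold change of 3.23 and an adjusted p of 0.0345 in edgeR's test. It was also higher at E18.5 (16.9 ± 5.54 FPKM) than at E15.5 (2.07 ± 1.03 FPKM), with a log2 fold change of 3.02 and an adjusted p of 0.0797 in limma's test. The 3 libraries of the first day lay above the 3 libraries of the second day in both stages. The locus of lncRNA-LAMA1 is the row of Lama1 on the plus strand of chromosome 17, from 67697259 to 67822647. Its values were 0.198 ± 0.131 FPKM at E0.5 and 11.0 ± 13.2 FPKM at E4.5, where replicate 3 alone reached 26.2 FPKM and the other two had 3.28 and 3.47 FPKM. The log2 fold change was -5.74, with an adjusted p of 0.0680 in edgeR's test. The Lama1 row of the labor stage, which does not list the transcript of the Table S1 primers, had 0.967 ± 0.433 FPKM at E18.5 and 2.50 ± 1.85 FPKM at E15.5, a difference within the spread of the libraries (adjusted p = 0.439 in limma's test). The locus of lncRNA-RPL24 lies on chromosome 16, from 55966275 to 56008913, in a row that merges Rpl24 with Gm28037 and Zbtb11. This row did not differ between the days of either stage, with 3.80 ± 0.361 FPKM at E0.5 against 4.12 ± 0.611 FPKM at E4.5 and 16.4 ± 0.941 FPKM at E18.5 against 20.5 ± 7.40 FPKM at E15.5 (adjusted p = 0.799 in edgeR's test and 0.691 in limma's test). Leaving out 1 library at a time kept the direction of Ankrd37, Mmp11 and Lama1 in every fit, but the adjusted p of each of them at E0.5 against E4.5 was under 0.05 in 1 of the 6 fits. For each gene that fit was the one without E4.5 replicate 3. Its adjusted p in edgeR's test was 0.00455 for Ankrd37, 0.00441 for Mmp11 and 0.0128 for Lama1.

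**Figure D1:**
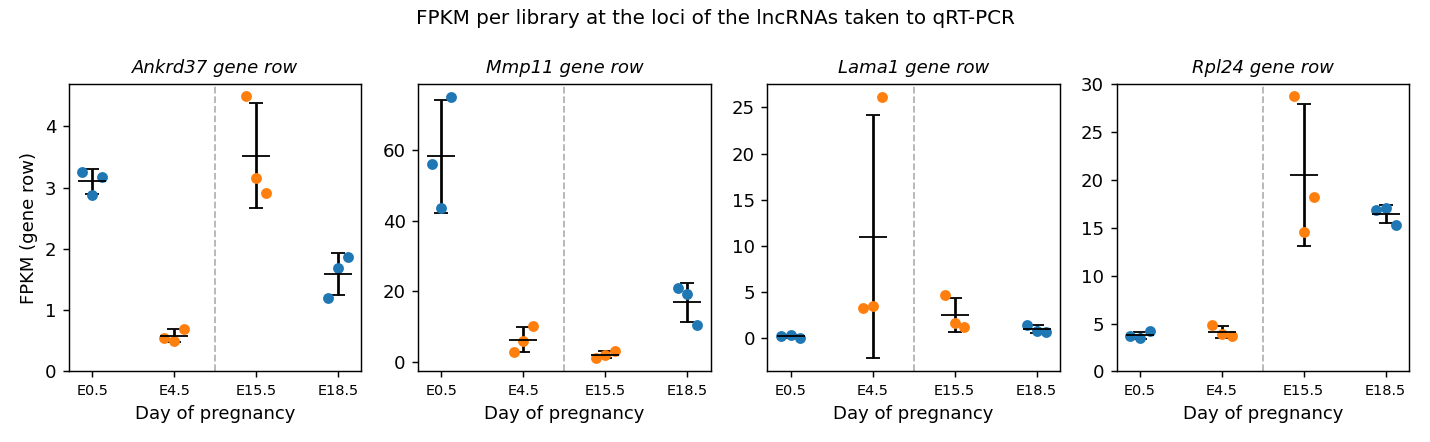
FPKM of the gene rows at the 4 loci of the Table S1 primers in each library. Points are libraries (blue for E0.5 and E18.5, orange for E4.5 and E15.5), bars and error bars are the mean and SD of 3 libraries, and the dashed line parts the 2 separately normalized tables. Ankrd37 is higher at E0.5 than at E4.5 and lower at E18.5 than at E15.5, and Mmp11 is higher at E0.5 and at E18.5.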

For qRT-PCR analysis, we randomly selected two upregulated lncRNAs and two downregulated lncRNAs on E0.5 and E18.5 that represented differential expression levels from the RNA-Seq analysis of MSM cells treated with P4. Then, qPCR was performed on a two-step real-time PCR system (Abm, Vancouver, BC, Canada) with SYBR Green PCR Master Mix (Abm, Vancouver, BC, Canada). *GAPDH* was used as the control, and the 2^−∆∆Ct^ method was used to calculate the relative expression levels of lncRNAs and mRNAs. The expression of lncRNAs and mRNAs was examined with three independent biological replicates. The primers for *GAPDH* and lncRNAs are shown in Table S1.

### 2.12. Statistical Analysis

All of the described experiments were carried out at least three times. *T*-test with SPSS 19.0 software (Version X, IBM, Armonk, NY, USA) was used to analyze the data between the DMSO group and the P4 group. Data are expressed as the mean ± SD of three independent processes. A *p*-value of < 0.05 was considered significant.

## 3. Results

### 3.1. Sequencing of RNA and Identification of lncRNAs and mRNAs in the Murine Uterus

To identify DE lncRNAs and mRNAs related to P4 levels in the murine uterus, cDNA was generated from three E0.5 samples (m0051, m0052, and m0053), three E4.5 samples (m0451, m0452, and m0453), three E15.5 samples (m151, m152, and m153), and three E18.5 samples (m181, m182, and m183). 

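The 12 libraries came from whole uteri of ICR mice, an outbred strain, with 1 mouse per library. The sample labels describe poly(A) selection and an Illumina NovaSeq instrument, where the paper's methods describe removal of ribosomal RNA and an Illumina HiSeq instrument. The authors trimmed and aligned the reads, assembled transcripts and estimated expression with StringTie, and deposited 1 gene table for E0.5 and E4.5 and 1 for E15.5 and E18.5. Both tables give FPKM, expression scaled by transcript length and library size, and the first also gives the whole-number count of each gene. The total count was 70193860, 58020989 and 70906881 in the E0.5 libraries and 68638099, 67000372 and 65733813 in the E4.5 libraries. The second table holds FPKM only, so the depth of the E15.5 and E18.5 libraries is not known from the values used here. Table S2 gives the paper's own depth, between 9.16 and 14.54 Gb of valid bases per library. It also gives the paper's share of valid reads that span a splice junction, which lay between 10.0% and 11.64% for E0.5 and E4.5 and between 20.99% and 24.11% for E15.5 and E18.5. The 2 tables rest on separate assemblies, so the fold change of a day was taken between libraries of the same table, and rows of the 2 tables were paired only where they shared Ensembl transcripts (32719 pairs of rows). The difference between the stages was tested over the libraries of both tables, as the difference of these 2 fold changes. A row is a locus, and lncRNA transcripts assembled into a protein-coding locus are counted in its row. Rows are called unannotated by their type at the implantation stage, and at the labor stage where they hold no Ensembl transcript. Such a row can still carry a gene name, and the paper's filter on coding potential was not repeated on these rows. Rows with a mean of at least 0.1 FPKM over the 6 libraries of a stage were tested. These were 59732 rows at the implantation stage, with 15079 protein-coding, 3757 known lncRNA and 33947 unannotated rows, and 30928 rows at the labor stage, with 14970 protein-coding, 2930 known lncRNA and 7165 unannotated rows. The counts were compared with edgeR's quasi-likelihood test after TMM normalization. The labor stage was compared with limma (trend option) on log2(FPKM + 0.1), a scale that understates the change of rows with low FPKM. Fold changes are given for E0.5 relative to E4.5 and for E18.5 relative to E15.5, so a positive value means higher expression on the day of the lower P4 level in Figure 1A. The study's criterion is an absolute log2 fold change of at least 1 with an unadjusted p under 0.05, and a stricter count uses a Benjamini-Hochberg adjusted p under 0.05 in its place. With 3 mice against 3, an exact permutation test of a single gene (two-sided) cannot go below 0.1, so the p-values come from models that pool the spread of many rows.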

Means of the Illumina HiSeq 4000 Platform were used to obtain raw reads. Approximately 11.17 GB of data per uterus sample was retained after removing low-quality sequences and adaptor sequences. The GC content was approximately 48%. More than 91.12% of clean reads, including 75.98% uniquely mapped reads, were mapped to the murine genome using TopHat; these detailed data are shown in Table S2.

In this study, the DE lncRNAs and mRNAs among the four groups were analyzed using edge R software with a set filter of |log2(FC)| ≥1 and *p* < 0.05. 

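By the study's criterion, 7284 rows differed between E0.5 and E4.5, of which 2204 were protein-coding, 417 were known lncRNAs and 4196 were unannotated. Between E18.5 and E15.5, 1870 rows differed, of which 753 were protein-coding, 68 and 87 were known lncRNAs higher and lower at E18.5, and 636 were unannotated. The remaining rows were pseudogenes, other annotated classes and, at the labor stage, rows whose class could not be matched. With the adjusted p in place of the unadjusted one, 719 rows differed between E0.5 and E4.5 in edgeR's test (436 protein-coding, 22 known lncRNA and 245 unannotated). Between E18.5 and E15.5, 8 rows passed the adjusted p of limma's test, with 6 protein-coding and 2 unannotated rows and no known lncRNA. At an unadjusted p under 0.05 and any fold change, there were 10181 rows at the implantation stage and 3759 rows at the labor stage. Of the latter, 279 were known lncRNAs, and this alternative moved the count of the labor stage by the largest number of rows. The count of the implantation stage moved most with limma and a pseudocount of 1, an alternative added after the files were seen, to 3066 rows, and the same pseudocount gave 514 rows at the labor stage. The adjusted count of the implantation stage moved most with DESeq2, an alternative added after the files were seen, which gave 4812 rows and included all of the 719. Single libraries also moved it, to 0 rows without E0.5 replicate 2 and to 3200 rows without E4.5 replicate 3, with 715 of the 719 among them. The adjusted count of the labor stage was 0 without E18.5 replicate 1 and 29 without E15.5 replicate 1 or without E18.5 replicate 3. By the study's criterion, leaving out 1 library gave 5996 to 8391 rows at the implantation stage and 1548 to 2415 rows at the labor stage.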

In our results, 1971 mRNAs, 493 known lncRNAs, and 1041 novel lncRNAs were found to show significant differential expression between E0.5 and E4.5, and 1149 DE mRNAs, 192 known DE lncRNAs, and 218 novel DE lncRNAs between E15.5 and E18.5 were found. At E0.5, 818 mRNAs, 232 known lncRNAs, and 567 novel lncRNAs were upregulated, while 1153 mRNAs, 261 known lncRNAs, and 103 novel lncRNAs were significantly downregulated (Figure 1D,E,F). 

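Of the rows that met the study's criterion here, 3807 were upregulated and 3477 were downregulated at E0.5. Among them, 959 protein-coding, 232 known lncRNA and 2422 unannotated rows were upregulated, and 1245 protein-coding and 1774 unannotated rows and the rest of the 417 known lncRNA rows were downregulated. By the adjusted p, 242 protein-coding and 17 known lncRNA rows were upregulated, and 194 protein-coding, 5 known lncRNA and 64 unannotated rows were downregulated. Among protein-coding genes with at least 1 FPKM on average, an adjusted p under 0.05 and no overlap between the groups, those with the highest fitted fold change at E0.5 were Sprr2b, Clca3b and Sprr2d, all on chromosome 3. They had no counts at E4.5, so their fold changes are known only as lower bounds and do not rank them against genes with counts on both days, such as the row of Sprr2a1, Sprr2a2 and Sprr2a3 with a log2 fold change of 10.96 (adjusted p = 0.00749 in edgeR's test). Sprr2b (92316620 to 92318085) had 27.1 ± 21.8 FPKM (SD, n = 3) at E0.5, at least 594-fold higher than the floor of 3 counts allows at E4.5, or 315-fold without E0.5 replicate 2 (adjusted p = 0.0319 from edgeR's test with Benjamini-Hochberg adjustment). Clca3b was at least 248-fold and Sprr2d at least 238-fold higher (213 and 144 with 1 library left out), and reads of the similar Sprr2 genes can be split between them. The lowest fitted values were those of Il13ra2, Prss28 and Cyp26a1. Il13ra2 (X chromosome, 147379785 to 147429192) had no counts at E0.5 and 3.26 ± 2.45 FPKM at E4.5, at least 1166-fold lower at E0.5 (834 with 1 library left out). Prss28 (chromosome 17, 25308554 to 25311876) had 0.0817 ± 0.0228 FPKM at E0.5 and 147, 332 and 3.44 FPKM in the E4.5 libraries. Cyp26a1 (chromosome 19, 37697749 to 37701536) had 0.309 ± 0.113 FPKM at E0.5 and 72.6, 85.0 and 10.3 FPKM at E4.5, a log2 fold change of -7.49 (standard error 0.94, adjusted p = 0.0264 in edgeR's test). E4.5 replicate 3 had the lowest value of its group for all 3 of these genes. Among known lncRNAs, Gm44744 (chromosome 7, 28052769 to 28060133) rose from 0.0775 ± 0.0350 FPKM at E4.5 to 3.53 ± 0.757 FPKM at E0.5, a log2 fold change of 5.52 (standard error 0.40, adjusted p = 0.00749 in edgeR's test). Gm45145 was at least 167-fold higher at E0.5 (97.1 with 1 library left out), and Gm48159 had a log2 fold change of 4.01. E230016K23Rik (chromosome 11, 83582056 to 83623693) was lower at E0.5, with 0.429 ± 0.142 against 3.95 ± 0.847 FPKM and a log2 fold change of -3.18 (standard error 0.31, adjusted p = 0.0173 in edgeR's test). Gm16151 and 4930579H20Rik were the other known lncRNAs that fell under the same rule, with log2 fold changes of -2.57 and -1.79. None of these directions changed when 1 library was left out, but each adjusted p was under 0.05 in only 1 to 3 of the 6 fits. The fit without E4.5 replicate 3 was among these for each gene. Of lists of genes fixed before the data were examined, 14 progesterone-induced uterine genes had a median log2 fold change of -2.75 at E0.5, and 13 of them were lower. Of these 14 genes, 11 met the study's criterion, 6 passed the adjusted p over all rows and 11 passed it adjusted over the list alone. The 13 rows of estrogen-induced uterine genes had a median of 5.63, or 4.34 with the 2 genes that had no counts in a group set to their bound, and 9 of them were higher at E0.5. The study's criterion was met by 12 of them, with 9 past the adjusted p over all rows and 12 when adjusted over the list alone. Both lists stood apart from the other rows in camera with a preset correlation of 0.01 (p = 8.0e-19 and p = 6.3e-27), and both kept an adjusted p under 0.05 with fry (0.0114 and 0.00215) and with an estimated correlation (0.0344 and 0.0146). In the plot of these lists, Mki67, Mcm2 and Wnt7b are among the estrogen-induced genes that were lower at E0.5, Mcm2 with a log2 fold change of -1.62.

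**Figure D2:**
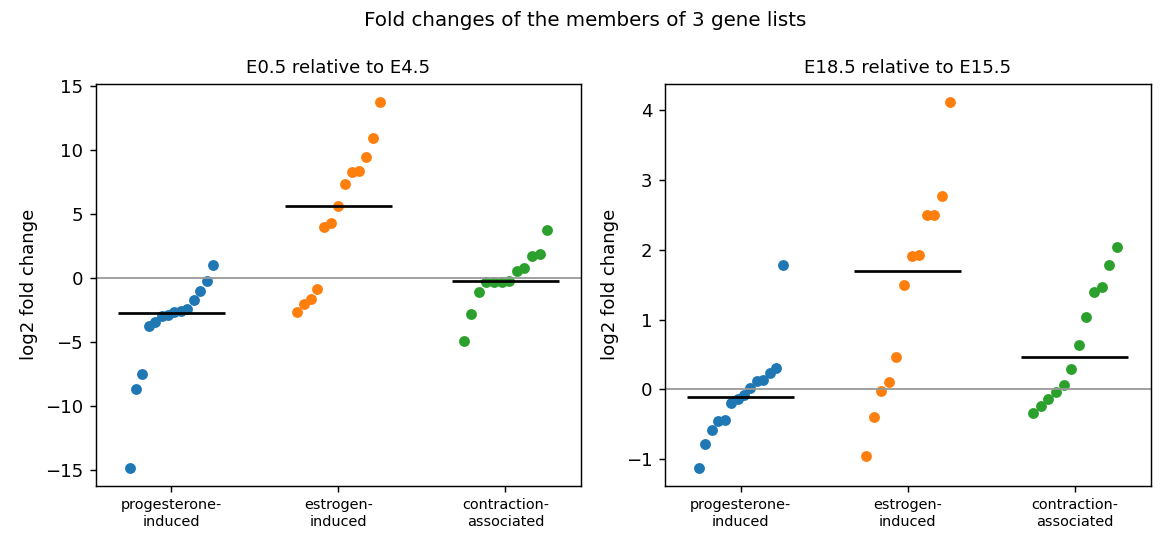
Log2 fold changes of the members of the progesterone-induced, estrogen-induced and contraction-associated gene lists, for E0.5 relative to E4.5 and for E18.5 relative to E15.5. Each point is 1 gene row and the black line is the median of the list, which is -2.75 for the progesterone-induced and 5.63 for the estrogen-induced genes at E0.5; points of genes without counts in a group are fitted values.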

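Between E18.5 and E15.5, 963 rows were upregulated and 907 were downregulated at E18.5 by the study's criterion. The upregulated rows included 401 protein-coding and 363 unannotated rows, and the downregulated rows included 352 and 273. Of the 8 rows past the adjusted p, the upregulated protein-coding rows with at least 1 FPKM on average and no overlap between the groups were 4, and 1 such row was downregulated. Prl8a6 (chromosome 13, 27432681 to 27438688), a gene of the prolactin family, had 11.2 ± 5.41 FPKM (SD, n = 3) at E18.5 and 0.124 ± 0.0224 FPKM (SD, n = 3) at E15.5, a log2 fold change of 5.53 (standard error 0.40, adjusted p = 0.0218 from limma with Benjamini-Hochberg adjustment). Ceacam11 (chromosome 7, 17972124 to 17978556) had 20.0 ± 6.18 against 0.550 ± 0.240 FPKM, a log2 fold change of 4.96 (standard error 0.32, adjusted p = 0.0130 in limma's test). Gm9833 had 3.40, 3.12 and 2.86 FPKM at E18.5 and was listed at 0 in the 3 E15.5 libraries. Gm8893 had 1.82, 3.09 and 4.83 FPKM at E15.5 and was listed at 0 in the 3 E18.5 libraries. Near-identical copies exist of predicted genes such as the last pair and of the prolactin and Ceacam families, so their reads can be split between copies. The list of trophoblast and placenta genes had a median log2 fold change of 1.71 at E18.5 (adjusted p = 0.187 with fry). Fetal tissue left on the uteri was therefore not ruled out as a source of the Prl8a6 and Ceacam11 values. With 1 library left out, the adjusted p of Prl8a6 and Gm8893 was under 0.05 in 2 of the 6 fits, that of Ceacam11 in 4 and that of Gm9833 in 5. The 12 contraction-associated genes had a median log2 fold change of 0.46 at E18.5, and 8 of them were higher. Of these genes, 5 met the study's criterion, none passed the adjusted p over all rows and 5 passed it adjusted over the list alone. The largest increases were at Oxtr (2.04, adjusted p = 0.0709 in limma's test), Fos (1.78) and Trpv4 (1.46), followed by Ptgs2 (1.40) and Edn1 (1.04), while Gja1 was at -0.04. The list had an adjusted p of 0.00276 in camera and of 0.0340 with fry, but of 0.203 with an estimated correlation. The 12 estrogen-induced rows had a median of 1.70 and an adjusted p of 0.00351 in camera that neither fry (0.187) nor an estimated correlation (0.432) held under 0.05. Of these 12 rows, 5 met the study's criterion, none passed the adjusted p over all rows and 4 passed it adjusted over the list alone. The 14 progesterone-induced rows had a median of -0.11 and an adjusted p of 0.347 in camera.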

At E18.5, 623 mRNAs, 89 known lncRNAs, and 83 novel lncRNAs were significantly upregulated, while 526 mRNAs, 103 known lncRNAs, and 135 novel lncRNAs were significantly downregulated, as indicated by boxplots of mRNA and lncRNA expression (Figure 1D,E,F). Additionally, DE mRNAs and lncRNAs are shown as a heatmap and volcano plot (Figure 2).

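Across the 12948 protein-coding and known lncRNA rows with a mean of at least 1 FPKM at the implantation stage, the Spearman correlation of expression between libraries of the same day lay between 0.715 and 0.927. Between an E0.5 and an E4.5 library it lay between 0.649 and 0.781. E4.5 replicate 3 had correlations of 0.727 and 0.715 with E4.5 replicates 1 and 2, lower than those of E4.5 replicates 1 and 2 with each E0.5 library, and the other pairs of the same day were between 0.907 and 0.927. Across the 12194 such rows of the labor stage, the correlation was 0.877 to 0.964 within a day and 0.828 to 0.951 between E15.5 and E18.5, so these ranges overlapped. These correlations are across genes, which are not independent replicates, and describe the libraries only.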

### 3.2. Enrichment Analysis of DE lncRNAs’ Target mRNAs

The main functions of DE lncRNAs’ target mRNAs were analyzed by GO. DE lncRNAs’ target mRNAs were enriched in GO terms, with functional annotation information. There were GO terms significantly enriched in the GO results that met the criteria of *p* < 0.05. 

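Both gene tables pair genes with GO terms. Terms with at least 10 genes in the background were tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over all terms, and the background was the tested protein-coding genes with a term (14954 at the implantation stage and 14495 at the labor stage). Among the DE protein-coding genes, 106 of 3751 terms had an adjusted p under 0.05 between E0.5 and E4.5, and 60 of 3155 terms between E18.5 and E15.5. At the implantation stage, the term membrane held 932 DE genes where 837 were expected by chance (1.11 times, adjusted p = 0.000572 in Fisher's exact test), integral component of membrane 693 where 567 were expected (1.22 times, adjusted p = 3.6e-08) and plasma membrane 574 where 471 were expected (adjusted p = 3.1e-06). At the labor stage, membrane held 346 DE genes where 298 were expected (1.16 times, adjusted p = 0.0115 in Fisher's exact test), integral component of membrane 269 where 186 were expected (1.45 times, adjusted p = 1.8e-09) and plasma membrane 196 where 138 were expected (1.42 times, adjusted p = 1.1e-05). The number of terms at the implantation stage was largest without E4.5 replicate 3 (138 terms), and that of the labor stage was smallest with a pseudocount of 1 (24 terms). Integral component of membrane and plasma membrane had an adjusted p under 0.05 under each of the 17 alternatives at the implantation stage and under 14 of 15 at the labor stage, while membrane did so under 13 and 9 of them. The term with the smallest p at the implantation stage was extracellular space, with 256 DE genes where 135 were expected.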

The significantly enriched GO terms included membrane, integral component of membrane, and plasma membrane (Figure 3A,B,D,E). KEGG pathway analysis revealed 20 significantly enriched pathways (*p* < 0.05), including the PI3K-Akt signaling pathway, MAPK signaling pathway, and cytokine–cytokine receptor interaction (Figure 3C,F).

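KEGG pathways of at least 10 genes were tested in the same way among the DE protein-coding genes. Between E0.5 and E4.5, 10 of 304 pathways had an adjusted p under 0.05 and 29 had an unadjusted p under 0.05. Between E18.5 and E15.5, 7 of 299 had an adjusted p and 26 an unadjusted p under 0.05. The PI3K-Akt signaling pathway held 62 DE genes at the implantation stage where 48.9 were expected (1.27 times, p = 0.0242 in Fisher's exact test, adjusted p = 0.334) and 29 at the labor stage where 16.0 were expected (1.82 times, adjusted p = 0.0483), and 3 of the 15 alternatives of the labor stage kept its adjusted p under 0.05. The MAPK signaling pathway had an adjusted p of 0.820 and 0.692 at the 2 stages. Cytokine-cytokine receptor interaction held 51 DE genes at the implantation stage where 33.0 were expected (1.55 times, adjusted p = 0.0218 in Fisher's exact test) and 29 at the labor stage where 11.0 were expected (2.64 times, adjusted p = 0.000164). Its adjusted p was under 0.05 under 9 of 17 alternatives at the implantation stage and under 13 of 15 at the labor stage. The pathway with the smallest p at the implantation stage was Systemic lupus erythematosus, a KEGG list that includes many histone genes, with 48 DE genes where 15.9 were expected.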

The DE lncRNAs’ target mRNAs were predicted by cis to the function of lncRNAs between the two periods. Similar to mRNAs, 197 GO terms with functional annotation information were enriched. Based on the biological process analysis, the DE lncRNAs’ target mRNAs were involved in membrane, nucleus, and G-protein-coupled receptor activity (Figure 3A,B,D,E). 

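Cis targets were taken here as protein-coding genes within 100 kb of a DE known lncRNA, set against the protein-coding genes within 100 kb of any tested known lncRNA. At the implantation stage, 1081 of 7812 such genes lay near a DE lncRNA, and 12 of 2177 GO terms had an adjusted p under 0.05 in the one-sided Fisher's exact test, with 196 at an unadjusted p under 0.05. The term membrane held 407 of these genes where 405 were expected, nucleus 387 where 383 were expected and G protein-coupled receptor activity 13 where 15.7 were expected. None of the 3 terms had an adjusted p under 0.05 under any of the 17 alternatives (lowest 0.294 for membrane). Integral component of membrane held 287 where 268 were expected (adjusted p = 0.621 in Fisher's exact test), with 1 of the 17 alternatives under 0.05. Plasma membrane held 247 where 228 were expected (adjusted p = 0.610 in the same test), with none under 0.05. Among the DE protein-coding genes themselves, G protein-coupled receptor activity held 59 genes where 38.3 were expected (1.54 times, adjusted p = 0.0192 in Fisher's exact test), a result that 7 of the 17 alternatives kept. At the labor stage, membrane held 174 cis targets where 172 were expected and nucleus 142 where 149 were expected. Integral component of membrane held 116 where 104 were expected and plasma membrane 100 where 81.6 were expected. No GO term of the cis targets of that stage had an adjusted p under 0.05, and 52 of 1541 had an unadjusted p under 0.05. Without 1 library, the number of terms past the adjusted p ran from 1 (without E4.5 replicate 2) to 18 (without E4.5 replicate 3) at the implantation stage and from 0 to 9 (without E15.5 replicate 1) at the labor stage. Trans targets, found in the paper from co-expression, were not analysed here.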

The results of the KEGG pathway enrichment analysis suggested that these DE lncRNAs’ target mRNAs were mainly significantly connected with viral carcinogenesis and phagosome and cytokine–cytokine receptor interactions (*p* < 0.05) (Figure 3C,F).

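Among the cis targets of DE known lncRNAs between E0.5 and E4.5, none of 275 KEGG pathways had an adjusted p under 0.05, and 22 had an unadjusted p under 0.05. Viral carcinogenesis held 28 of these genes where 17.2 were expected (1.63 times, p = 0.00489 in the one-sided Fisher's exact test, adjusted p = 0.224). Phagosome held 9 where 10.8 were expected, and cytokine-cytokine receptor interaction held 16 where 13.2 were expected (adjusted p = 0.907 in Fisher's exact test). At the labor stage, cytokine-cytokine receptor interaction held 7 cis targets where 4.76 were expected, viral carcinogenesis 6 where 6.55 were expected and phagosome 3 where 4.14 were expected. With 1 library of the implantation stage left out, between 1 and 4 pathways had an adjusted p under 0.05.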

### 3.3. Similar DE mRNAs and DE lncRNAs between the Two Stages

To verify which mRNAs and lncRNAs were similar between the two stages, Venn diagrams were used to visualize the similarities. A total of 117 DE mRNAs, 19 known DE lncRNAs, and 31 novel DE lncRNAs were found to be similar (Figure 4A,B,C). It is worth noting that most of the DE lncRNAs were intron lncRNAs.

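Of the rows tested in both stages, 21393 could be matched through shared Ensembl transcripts, and unannotated rows could not be matched because the 2 assemblies number them separately. By the study's criterion, 2558 of these rows differed at the implantation stage, 920 at the labor stage and 235 at both, where 110 were expected by chance (p = 3.1e-31, one-sided Fisher's exact test). This test takes rows as independent, so its p does not allow for correlated rows. Of the 100 splits of the libraries of both stages, 18 gave an overlap as far above its expected number as the 2.14 times here. The other splits shared at most 102 rows, so their ratios rest on fewer rows and this rank does not decide whether chance gives such an excess. For protein-coding genes, 195 were shared where 79.8 were expected (p = 6.7e-36 in the same exact test), and for known lncRNAs, 21 were shared where 12.1 were expected (p = 0.00716). With limma and a pseudocount of 1 in both stages, the overlap of all classes was 73 rows. The shared known lncRNAs were 0 with that pseudocount and 3 with a mean of at least 1 FPKM. Without E18.5 replicate 1 they were 10 where 10.0 were expected (p = 0.556, one-sided Fisher's exact test), so there was no excess of known lncRNAs without this library. By the adjusted p, 440 of the matched rows differed at the implantation stage and 1 at the labor stage, and none was shared, the largest move among the alternatives. Of the 235 shared rows, 77.4% changed in the same direction in both stages, with 120 higher and 62 lower at both E0.5 and E18.5 (p = 9.6e-18, two-sided exact binomial test). Rows expressed together are not independent, which this test does not take into account. For protein-coding genes, 150 of the 195 (76.9%) and for known lncRNAs, 16 of the 21 (76.2%) changed in the same direction. The shared known lncRNAs that were higher at both E0.5 and E18.5 included Gm44744, Gm15592, Gm16401, Gm15813 and Plet1os, and those lower at both included Gm28154, Gm29050, Gm10369 and BB365896. E230016K23Rik, Gm45145, Gm42809, 2010016I18Rik and Gm28730 changed in opposite directions. Across all 21393 matched rows, the Spearman correlation of the 2 log2 fold changes was 0.166 and the Pearson correlation was 0.154, as a description across genes. From the mRNAs and lncRNAs shared by the 2 stages, in both of which the P4 level changes, the paper proposes that they may be regulated by P4 directly or indirectly.

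**Figure D3:**
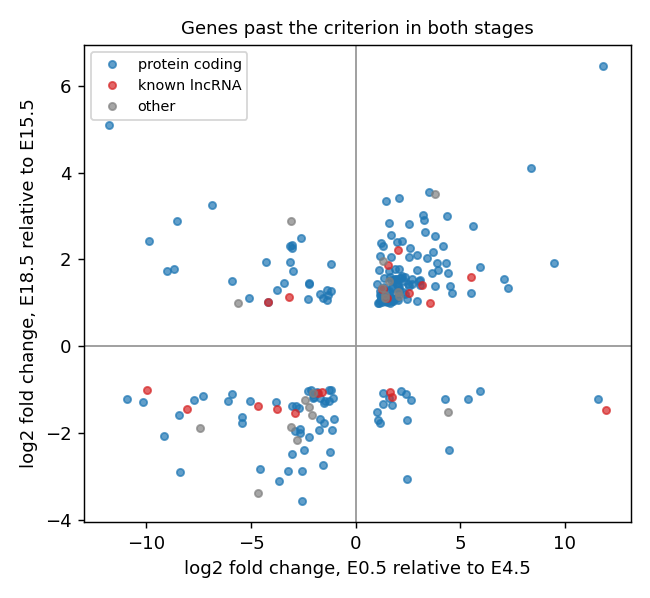
Log2 fold change at E18.5 relative to E15.5 (vertical axis) against that at E0.5 relative to E4.5 (horizontal axis) for the 235 rows that met the study's criterion in both stages, coloured by class. The 120 rows in the upper right and the 62 rows in the lower left changed in the same direction.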

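The gene tables do not give the intron class of a lncRNA, so the position of each row was compared with the spans of the protein-coding rows. Of the 417 DE known lncRNA rows of the implantation stage, 36.7% lay entirely within the span of a protein-coding row, 30 of them on the same strand. Of the 3340 other tested known lncRNA rows, 1457 (43.6%) did so (p = 0.00740, two-sided Fisher's exact test). Of the DE unannotated rows of that stage, 2552 (60.8%) lay within a protein-coding row, against 66.5% of the other unannotated rows (p = 7.7e-13, Fisher's exact test). At the labor stage, 46 DE known lncRNA rows (30.1% of those with a position) lay within a protein-coding row, against 44.2% of 2728 others (p = 0.000565, Fisher's exact test). A row within a span can lie over exons as well as introns, and lncRNA transcripts merged into a protein-coding row are not counted here.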

### 3.4. qRT-PCR Analysis of mRNA Expression in MSM Cells after P4 Treatment

To evaluate whether lncRNA expression was influenced by P4, the expression of four lncRNAs was validated by qRT-PCR (Figure 4D). Compared with those in the DMSO subgroup, the expression levels of lncRNA-MMP11 were significantly downregulated in the P4 treatment subgroup, while lncRNA-ANKRD37 was significantly upregulated (Figure 4D); however, the expression of lncRNA-LAMA1 and lncRNA-RPL24 was not significantly affected (Figure 4D).

## 4. Discussion

The uterus is one of the most important organs for female mammalian reproduction. The function of the uterus is regulated by P4- and E2-mediated cell proliferation and differentiation, and P4 is considered to be the main hormone involved throughout the whole pregnancy [9,13,14,49]. Interestingly, serum P4 levels fluctuate significantly during pregnancy. P4 becomes completely dominant at E4 to be receptive, and becomes refractory to implantation at E5 [50,51], while the dominance of P4 begins to change at E15.5, and reaches a low point at E18.5 with the increased expression levels of some miRNAs, such as miR200 families [27,52]. Embryo implantation and labor are highly complicated and multifactorial processes. Making better sense of the successful molecular dialog between mother and embryo during implantation and labor may improve the understanding of the causes of pregnancy failure [53,54]. Consequently, finding potential mRNAs and lncRNAs regulated by P4 is important in order to characterize molecular mechanisms and thereby provide a basis for understanding implantation and labor. This can also enable the development of molecule-based drugs that prevent or treat implantation failure, pregnancy loss, and preterm labor. Our work revealed the expression of DE mRNAs, known DE lncRNAs, and novel DE lncRNAs in the murine uterus during implantation and labor. A large number of lncRNAs were found in the murine reproductive tracts, oocytes, and two-cell embryos to morula, while the lncRNAs were considered to play important functional roles in oocyte and embryonic development, pre-implantation, spermatogenesis, and some other reproductive processes [55,56,57]. In the present study, 493 known significantly DE lncRNAs were identified in murine uteri between E0.5 and E4.5, and 192 known lncRNAs were identified in murine uteri between E15.5 and E18.5 (Figure 1E), while 1041 novel DE lncRNAs were found between E0.5 and E4.5, and 218 novel DE lncRNAs were found between E15.5 and E18.5 (Figure 1F). A total of 117 common DE mRNAs, 19 common known DE lncRNAs, and 31 common novel DE lncRNAs were identified from the two stages. Most of the lncRNAs were intron lncRNAs, suggesting that the lncRNAs mainly take place in intergenic regions to influence active transcription in the murine uterus during embryo implantation and labor (Figure 4B). 

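In each library, the median FPKM of the protein-coding rows was set against that of the known lncRNA rows, over rows above 0 FPKM in at least 1 library of the stage. The ratio of the 2 medians was 13.0 ± 1.02 (SD, n = 6 libraries) at the implantation stage, with a range from 11.5 to 14.7. At the labor stage it was 18.8 ± 1.70 (SD, n = 6 libraries), with a range from 17.0 to 21.4. The median of the protein-coding rows was higher in each of the 12 libraries. With rows of at least 0.1 FPKM on average, the ratio was 5.03 at the implantation stage and 7.54 at the labor stage. Conservation was not analysed here.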

Similar to previous studies, the expression levels and conservation of putative lncRNAs identified in the present study were lower than those of protein-coding genes. Simultaneously, the lncRNAs have shorter transcript lengths, smaller exon numbers, and shorter ORF lengths than protein-coding genes. Notably, lncRNA-ANKRD37 has a much higher expression level than other lncRNAs, and even some mRNAs.

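The row of Ankrd37, a protein-coding gene into which the lncRNA transcript of the Table S1 primers was assembled, was ranked by its mean FPKM over the 6 libraries of each stage. At the implantation stage it was higher than 83.6% of the tested known lncRNA rows, with 618 of them above it, and higher than 35.3% of the tested protein-coding rows. At the labor stage it was higher than 94.3% of the known lncRNA rows, with 166 of them above it, and higher than 43.7% of the protein-coding rows. These ranks are of the whole locus, since the row sums the coding and noncoding transcripts.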

In the present study, the cis and trans lncRNA targets were found to be mainly enriched in cellular processes from the two stages by GO terms. These lncRNAs may play important roles in embryo implantation and labor. Furthermore, functional analysis of the cis lncRNA targets was also significantly enriched in the defense response. These results indicate that lncRNAs participate in the immune response by regulating neighboring protein-coding genes. 

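The GO term defense response held 1 cis target of the DE known lncRNAs between E0.5 and E4.5 where 3.03 were expected, and no cis target between E18.5 and E15.5 where 0.666 were expected, with an adjusted p of 1 at both stages. Among the DE protein-coding genes of the implantation stage, it held 16 genes where 7.75 were expected (2.06 times, p = 0.00288 in the one-sided Fisher's exact test, adjusted p = 0.0788), and 9 of the 17 alternatives gave an adjusted p under 0.05.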

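The GO term immune response held 25 cis targets of the DE known lncRNAs between E0.5 and E4.5 where 12.1 were expected (2.06 times, adjusted p = 0.0467 in the one-sided Fisher's exact test). This adjusted p was under 0.05 under 4 of the 17 alternatives and reached 0.737 among them. Between E18.5 and E15.5, 7 cis targets had this term where 5.20 were expected (adjusted p = 1 in the same exact test). Among the DE protein-coding genes themselves, immune response held 46 genes at the implantation stage where 25.5 were expected (adjusted p = 0.00334 in Fisher's exact test) and 26 at the labor stage where 9.07 were expected (2.87 times, adjusted p = 0.000206). The paper reasons from the term defense response of the cis targets that lncRNAs take part in the immune response by regulating neighboring genes.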

The GO terms of upregulated lncRNA targets in cis were related to cellular component biogenesis and immune function at E0.5, and E4.5 would be helpful for embryo implantation. Similarly, the target genes of upregulated lncRNAs were related to immune function at E18.5, resulting in labor. Furthermore, these DE lncRNAs’ target mRNAs at E15.5 and E18.5 were found to be enriched in the D-glutamine and D-glutamate metabolism pathways by KEGG analysis, which has been reported during late pregnancy [58]. 

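Of the 578 genes within 100 kb of a known lncRNA upregulated at E0.5, 12 had the GO term immune response where 6.52 were expected (1.84 times, p = 0.0281 in the one-sided Fisher's exact test, adjusted p = 0.913). None of the 2177 tested GO terms had an adjusted p under 0.05 for these genes, and 109 had an unadjusted p under 0.05.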

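Near known lncRNAs upregulated at E18.5, 7 of 172 genes with a GO term had immune response where 2.10 were expected (3.33 times, p = 0.00484 in the one-sided Fisher's exact test). After Benjamini-Hochberg adjustment over all terms, the p was 0.355, and none of the 15 alternatives brought it under 0.05 (lowest 0.147). Of all GO terms, 5 had an adjusted p under 0.05 for these genes and 74 an unadjusted p under 0.05. These 5 terms were lymphocyte chemotaxis (5 genes where 0.404 were expected, adjusted p = 0.0443 in Fisher's exact test), monocyte chemotaxis (5 where 0.458 were expected), chemokine activity (5 where 0.539 were expected, adjusted p = 0.0462), positive regulation of calcium ion transport and embryonic skeletal system development. The number of terms ran from 0, as with a mean of at least 1 FPKM, to 13 without E15.5 replicate 1, and 9 of the 15 alternatives gave 0. Neighboring genes of a family can lie near the same lncRNA, and this test counts them as independent.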

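Of 6472 protein-coding genes within 100 kb of a tested known lncRNA at the labor stage, 427 lay near a DE lncRNA. None of 257 KEGG pathways had an adjusted p under 0.05 among them, and 4 had an unadjusted p under 0.05 in the one-sided Fisher's exact test. The pathway of D-glutamine and D-glutamate metabolism had fewer than 10 genes in this background, the smallest size tested, and was not tested here.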

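The 2 stages were also compared with the same test, limma on log2(FPKM + 0.1), over the 21393 matched rows. By the study's criterion, 2302 of these rows (10.8%) differed at the implantation stage and 920 (4.30%) at the labor stage. For protein-coding rows, the numbers were 1632 and 570 of 13913, and for known lncRNA rows, 211 and 110 of 2534. With the adjusted p, 461 rows differed at the implantation stage and 1 at the labor stage. The median standard error of the log2 fold change was 0.360 at the implantation stage and 0.254 at the labor stage, so the larger number at the implantation stage did not come with a smaller spread between libraries. The 2 stages were assembled separately, and an effect of the assembly cannot be told apart from that of the stage.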

As shown in Figure 1D–F, the numbers of DE mRNAs and DE lncRNAs are higher during the embryo implantation stage than the labor stage, which might be due to the need for more complex regulation in embryo implantation. 

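The GO term nucleosome held 26 cis targets of the DE known lncRNAs between E0.5 and E4.5 where 9.65 were expected (2.69 times, adjusted p = 0.00175 in the one-sided Fisher's exact test), the smallest p of the terms tested there. All 17 alternatives kept its adjusted p under 0.05. With genes near unannotated rows included, which is not among the 17, no GO term had an adjusted p under 0.05. Between E18.5 and E15.5, 7 cis targets had this term where 3.53 were expected (p = 0.0601 in the same exact test, adjusted p = 1). Near the lncRNAs upregulated at E18.5 alone, the same number of genes had it where 1.43 were expected (4.90 times, adjusted p = 0.0848 in Fisher's exact test). All 15 alternatives gave a higher adjusted p (at least 0.105). Among DE protein-coding genes, nucleosome held 45 genes at the implantation stage where 12.6 were expected (3.58 times, adjusted p = 2.8e-13 in Fisher's exact test) and 2 at the labor stage where 4.08 were expected. Histone genes lie in clusters, so 1 lncRNA can bring several of them into a set of cis targets.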

GO scatterplot results show that the lncRNAs’ target mRNAs are related to dehydrogenase activity, citrullination, and phosphorylation at E0.5 and E4.5, while at E15.5 and E18.5 they are related to nucleosome, iron correlation reaction, and regulation of kinase activity (Figure 3B,E). It might be the case that the labor stage requires more frequent iron interactions to contract, and expends much more energy than implantation.

Although some of these lncRNAs have been reported in other cells, the relationship between DE lncRNAs and the two periods has not been demonstrated. 

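Of the lncRNAs that the paper discusses by name, Snhg1, Mir99ahg and Dnm3os have a row in both gene tables. Snhg1 (chromosome 19, 8723475 to 8726443) had 7.81 ± 0.830 FPKM (SD, n = 3) at E0.5 and 10.6 ± 3.79 FPKM (SD, n = 3) at E4.5, and 22.9 ± 3.23 FPKM at E18.5 against 22.6 ± 3.94 FPKM at E15.5. Its adjusted p was 0.498 in edgeR's test and 0.966 in limma's test, so neither stage showed a difference beyond the spread of the libraries. The E4.5 libraries held 12.0, 13.6 and 6.35 FPKM. Without E4.5 replicate 3 the log2 fold change of Snhg1 at E0.5 moved from -0.44 to -0.72. The lowest adjusted p of edgeR's test with 1 library left out was 0.0505. Mir99ahg (chromosome 16, 77236317 to 77691403) had 2.71 ± 0.257 FPKM at E0.5 and 2.16 ± 0.832 FPKM at E4.5 (adjusted p = 0.531 in edgeR's test), and 1.07 ± 0.0646 FPKM at E18.5 against 1.12 ± 0.0999 FPKM at E15.5 (adjusted p = 0.923 in limma's test). Dnm3os (chromosome 1, 162217623 to 162225550) had 8.82 ± 0.239 FPKM at E0.5 and 6.79, 7.74 and 4.80 FPKM in the E4.5 libraries, a log2 fold change of 0.46 (adjusted p = 0.332 in edgeR's test). At E18.5 it had 6.00 ± 1.15 FPKM against 3.00 ± 1.99 FPKM at E15.5, a log2 fold change of 1.30 (adjusted p = 0.458 in limma's test). The E15.5 libraries held 0.727, 3.85 and 4.43 FPKM. With 1 library left out, this log2 fold change lay between 0.51 (without E15.5 replicate 1) and 1.74 (without E15.5 replicate 3). The rows of Snhg1 and Dnm3os, and that of Mir99ahg in the table of E0.5 and E4.5, also hold small RNAs annotated within them. No row was matched to VPS9D1AS1.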

MiR-491-5p and miR-214-3p were sequestered by the lncRNA VPS9D1AS1, which elevated GPX1, promoting cell proliferation in acute lymphoblastic leukemia [59]. The expression of the lncRNA SNHG1 was high in cervical cancer cell lines and cervical cancer tissues, while knockdown of the lncRNA SNHG1 can relieve cell migration, proliferation, and invasiveness in HeLa and C33A cells [60]. LncRNA SNHG1 can also regulate BCL-XL by modulating miR-140-5p to reduce cell apoptosis and recover cell viability in SH-SY5Y cells [61]. LncRNA MIR99AHG activated the FOXP1-mediated Wnt/β-catenin pathway by competing for endogenous RNA of miR-577, promoting gastric cancer [62]. It is interesting to note that the lncRNA MIR99AHG could promote autophagy by binding to ANXA2, then generate miR-99a to suppress the expression of mTOR, postponing lung adenocarcinoma progression [63]. The lncRNA DNM3OS sponged miR-126 to affect cell proliferation and apoptosis by regulating IGF1, by binding to the promoter of miR-126 in CHON-001 cells [64]. 

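Hand2os1, the lncRNA that lies beside Hand2, has a row on the minus strand of chromosome 8 from 57281117 to 57324233 in the table of E0.5 and E4.5, together with Gm17994. It had 1.58 ± 0.339 FPKM (SD, n = 3) at E0.5 and 5.99 ± 4.87 FPKM (SD, n = 3) at E4.5, a log2 fold change of -1.93 (standard error 0.85, adjusted p = 0.313 from edgeR's test with Benjamini-Hochberg adjustment). The E4.5 libraries held 10.2, 7.11 and 0.655 FPKM, so that E4.5 replicate 3 lay below the E0.5 libraries and the other two above them. Without E4.5 replicate 3 the adjusted p was 0.00494, and over all 6 fits that each left out 1 library the log2 fold change lay between -2.46 and -1.24 and the adjusted p between 0.00494 and 0.562. These values are of the whole row and not of single transcripts.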

The expression level of the lncRNA HAND2OS1 was higher on day 4 of pregnancy than day 1 of pregnancy, while the level increased dramatically on day 6, which is similar to the findings of this study, where two transcripts of the lncRNA HAND2OS1 were downregulated at E0.5 [65]. Ankyrin repeat domain protein (ANKRD) is a large family of proteins including enzymes, transcription factors, and membrane receptors, which are composed of multiple copies of ankyrin repeat (AR) with a 33-amino-acid motif [66]. ANKRD37 is known to be degraded by Fem1b through the ubiquitin system [67]. The translocation of ANKRD37 into cell nuclei is essential for autophagy, inducing p62 expression and LC3-I/LC3-II conversion, while autophagy has also been shown to be associated with embryo implantation and labor [68,69,70]. There has been no study of ANKRD37 in the murine uterus. In the present study, lncRNA-ANKRD37 was upregulated by P4 treatment, indicating that its function of uterine quiescence may be related to autophagy during pregnancy.

This study characterized the similar and differential expression of lncRNAs and mRNAs between the embryo implantation stage and the labor stage. Most importantly, 19 common known DE lncRNAs and 31 common novel DE lncRNAs were found between the two stages, and these lncRNAs might be regulated by P4. In the present study, lncRNA-ANKRD37 was considered a vital molecule to study further, due to its high expression level and high expression during the implantation stage, labor stage, and P4 treatment of MSM cells. These findings suggest that lncRNAs may play a role in murine uterine function. This synergism between lncRNAs and mRNAs is critical for uterine function under direct or indirect P4 regulation. 

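In the RNA-seq libraries, the Ankrd37 row was higher at E0.5 than at E4.5 and lower at E18.5 than at E15.5, without overlap between the 3 libraries of each day in either stage. For single values, 3 libraries against 3 give such a separation in 10% of cases by chance. The difference between the log2 fold changes of the 2 stages was 3.33 (standard error 0.31, adjusted p = 0.000653 from limma over the 12 libraries with Benjamini-Hochberg adjustment over the 21393 matched rows). This adjusted p was under 0.05 under each of the 21 alternatives and reached 0.0334 among them. With 1 library left out, the log2 fold change lay between 2.28 and 2.50 for E0.5 relative to E4.5 and between -1.22 and -0.91 for E18.5 relative to E15.5. From its expression level in both stages and its response to P4 in MSM cells, the paper considers lncRNA-ANKRD37 a molecule to study further.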

Further studies of this crosstalk may reveal novel functions of lncRNAs in murine embryo implantation and labor, and the findings of such studies will be helpful for the research and development of drugs and the precise regulation of mammalian reproduction.

## 5. Conclusions

In conclusion, 117 common DE mRNAs, 19 common known DE lncRNAs, and 31 common novel DE lncRNAs were found between the embryo implantation stage and the labor stage. These DE lncRNAs may have similar functions in the two stages. The lncRNA-ANKRD37 was considered a vital molecule to study further due to its high expression level.

## Figures and Tables

**Figure 1:**
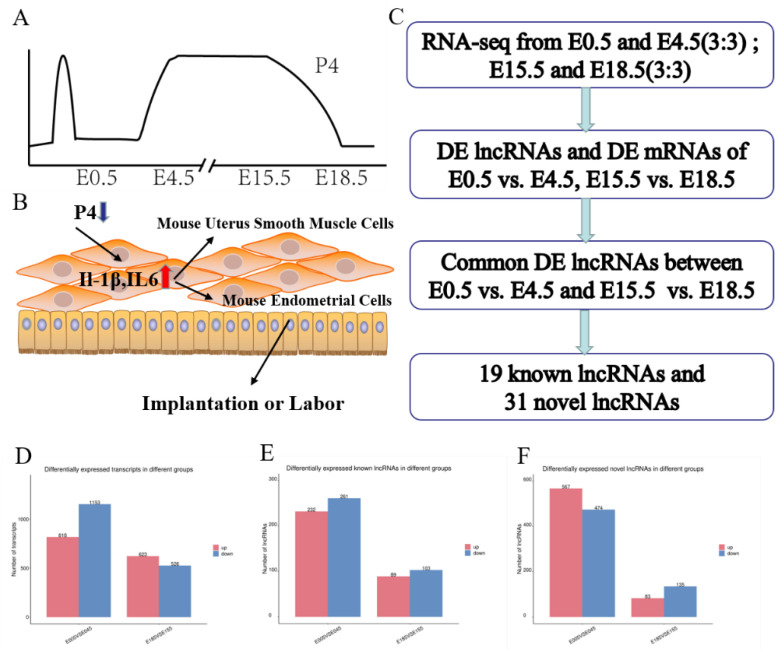
Identification of P4-associated lncRNAs: (**A**) Windows of uterine P4 regulation throughout the whole pregnancy. (**B**) Effects of P4 on implantation or labor. (**C**) The screening process used in this study. (**D**) The number of DE mRNAs between the two stages; the red boxes denote upregulated mRNA numbers, while the blue boxes denote downregulated mRNA numbers. (**E**) The numbers of known DE lncRNAs between the two stages; the red boxes denote upregulated known lncRNA numbers, while the blue boxes denote downregulated known lncRNA numbers. (**F**) The numbers of novel DE lncRNAs between the two stages; the red boxes denote upregulated novel lncRNA numbers, while the blue boxes denote downregulated novel lncRNA numbers.

**Figure 2:**
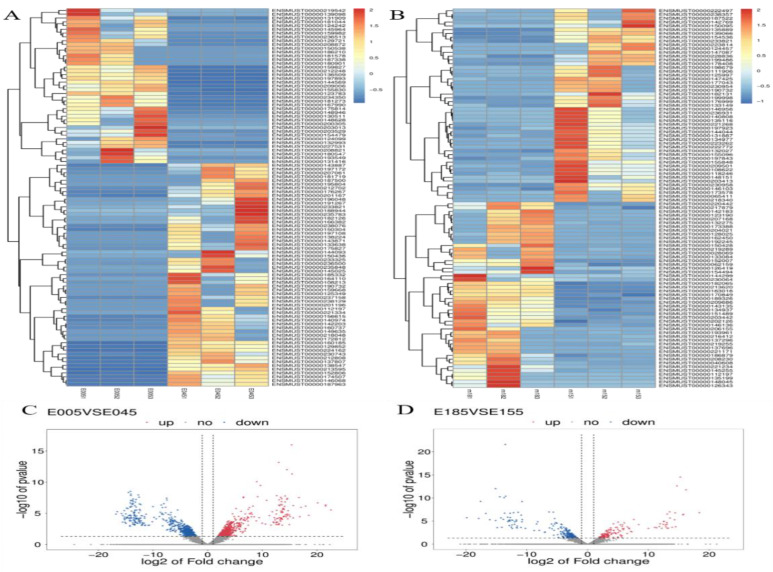
The differential expression of lncRNAs between E0.5 and E4.5, and between E15.5 and E18.5: (**A**) Heatmap of lncRNAs between E0.5 and E4.5. (**B**) Heatmap of lncRNAs between E15.5 and E18.5. (**C**) Differential expression of lncRNAs between E0.5 and E4.5. (**D**) Differential expression of lncRNAs between E15.5 and E18.5.

**Figure 3:**
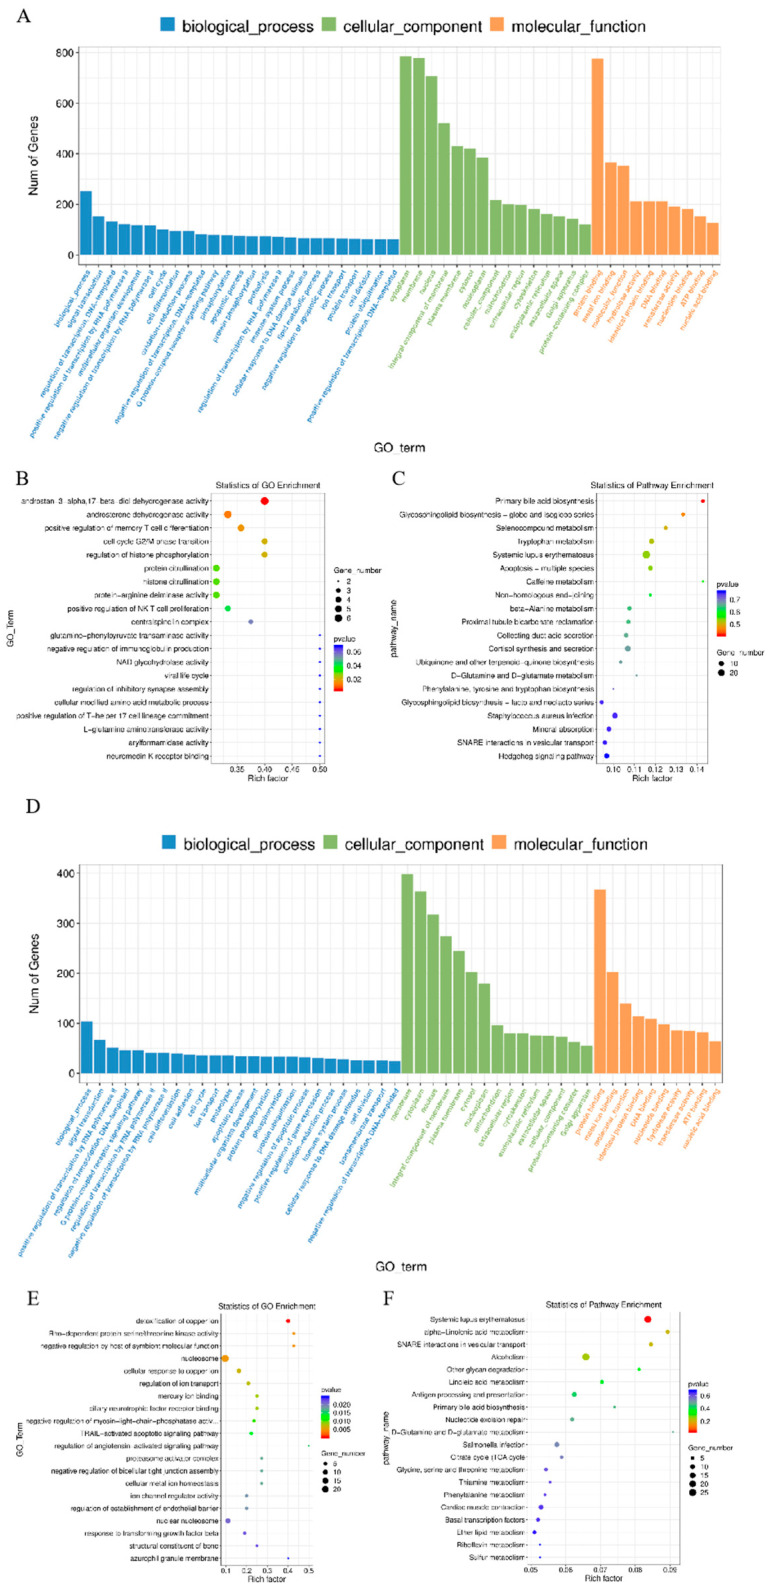
GO and KEGG analysis of DE lncRNAs’ target mRNAs’ expression: (**A**) Histogram of GO enrichment of DE lncRNAs’ target mRNAs between E0.5 and E4.5. (**B**) Scatterplot of GO enrichment for DE lncRNAs’ target mRNAs between E0.5 and E4.5. (**C**) Scatterplot of KEGG enrichment for DE lncRNAs’ target mRNAs between E0.5 and E4.5. (**D**) Histogram of GO enrichment of DE lncRNAs’ target mRNAs between E15.5 and E18.5. (**E**) Scatterplot of GO enrichment for DE lncRNAs’ target mRNAs between E15.5 and E18.5. (**F**) Scatterplot of KEGG enrichment for DE lncRNAs’ target mRNAs between E15.5 and E18.5.

**Figure 4:**
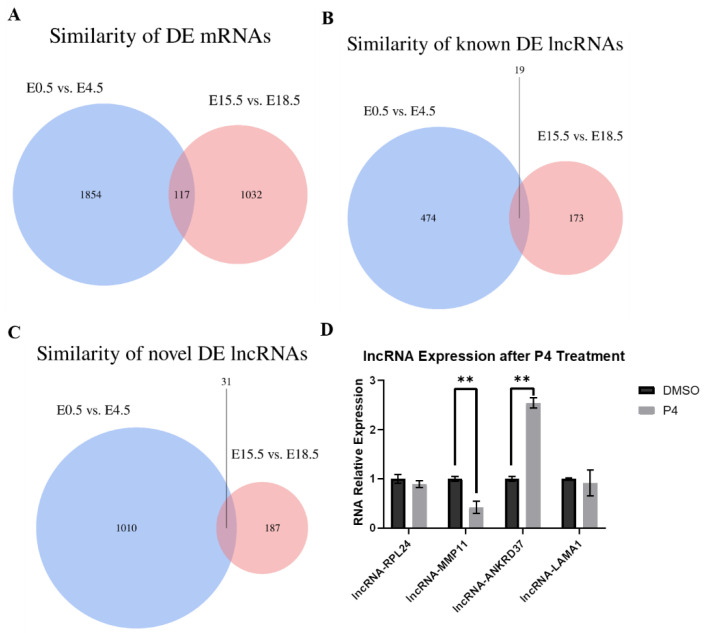
Venn diagram showing DE mRNA and DE lncRNA expression, and qRT-PCR results: (**A**) Similarities in DE mRNAs between E0.5 and E4.5, and between E15.5 and E18.5. (**B**) Similarities in known DE lncRNAs between E0.5 and E4.5, and between E15.5 and E18.5. (**C**) Similarities in novel DE lncRNAs between E0.5 and E4.5, and between E15.5 and E18.5. (**D**) qRT-PCR results for P4 treatment on MSM cells. ** *p* < 0.01. Data are presented as the mean ± SEM.

## Data Availability

The clean library sequencing data reported in the research have been uploaded to Gene Expression Omnibus (GEO) with the accession no. GSE195795 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195795, accessed on 1 February 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12030399/s1: Table S1: Primer; Table S2: mRNA and lncRNA differential expression.

How the deposited data were processed for this re-analysis (not part of the article)

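RNA had been sequenced by the authors from the uteri of 12 ICR mice in 4 groups of 3, at E0.5 and E4.5 (the implantation stage) and at E15.5 and E18.5 (the labor stage). The authors trimmed the reads with Cutadapt, aligned them with Bowtie2 and Tophat2, assembled transcripts with StringTie and estimated expression with Ballgown. The FPKM values were made by the authors in this way, separately for each stage, and deposited as 1 gene table per stage. The counts in the table of the implantation stage were also deposited by the authors, who do not state how reads were assigned to genes. They are whole numbers and were used as such. The FPKM table of the implantation stage holds 0.0001 in place of 0, and this value was set back to 0. The genome build and annotation release are not stated, and of 19279 protein-coding rows whose name RefSeq holds, 19274 overlap the RefSeq gene of that name in GRCm38. No value column of any sample was left unused.

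Rows of the implantation stage were classed from the type column of their table as protein-coding, known lncRNA, unannotated, pseudogene or other, and a row that merges several genes took the class of its protein-coding member where it had one. Rows of the labor stage took the class of the implantation rows that share their Ensembl transcripts, rows without such a transcript were classed as unannotated, and 165 tested rows with transcripts that no implantation row holds were left without a class. Unannotated rows held between 16.5% and 24.1% of the summed FPKM of a library at the implantation stage and between 2.74% and 3.34% at the labor stage. Rows without a gene name held 1.02% to 1.86% of the counts. The tables come from separate assemblies and were normalized separately, so no value of one table was tested against a value of the other, and fold changes were set side by side over the 32719 pairs of rows that share Ensembl transcripts.

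The implantation stage was tested with edgeR 4.0.16 (TMM factors, quasi-likelihood F-test) on counts, and the labor stage with limma 3.58.1 (trend) on log2(FPKM + 0.1), in R 4.3.3. The design written at the start named limma on FPKM for both stages and edgeR for a table that holds counts, and limma on FPKM is among the alternatives for the implantation stage. Rows entered a test with a mean of at least 0.1 FPKM over the 6 libraries of the stage. The study's criterion is an absolute log2 fold change of at least 1 with an unadjusted p under 0.05, and adjusted p-values use the Benjamini-Hochberg method over all tested rows of a stage. The difference between the stages in the effect of the day was tested with limma over the 12 libraries as the difference of the 2 log2 fold changes. The genes named in the text were set by a rule written at the start, which takes every gene the paper names and the 3 largest fitted log2 fold changes per class and direction among rows with at least 1 FPKM on average, an adjusted p under 0.05 and no overlap between the groups. For a gene without counts in a group, the fold change is given as a lower bound from a floor of 3 counts. Scripts were written in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

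The 9 gene lists, written before the files were opened, were progesterone-induced, estrogen-induced and contraction-associated genes, inflammatory cytokines, and neutrophil, trophoblast and placenta, decidua, erythroid and smooth muscle genes, with 6 genes on more than 1 list. Each was tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. Another 10 lists of marker genes were written after the libraries had been compared, for the ovary, adrenal gland, oviduct, fat, liver, adult liver, Y-linked genes, fetal membrane and yolk sac, further yolk sac genes and labyrinth trophoblast. GO terms and KEGG pathways with at least 10 genes were tested with a one-sided Fisher's exact test, for DE protein-coding genes and for protein-coding genes within 100 kb of a DE known lncRNA.

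The tests were run on simulated data made from the means of the real rows. With no row changed, edgeR gave 0 rows past the adjusted p and 381 rows by the study's criterion of 59732, and limma gave 0 and 2 of 30928. With 200 rows changed, edgeR recovered 99% of them with 12 false calls and limma recovered 100% with 2 false calls. The changes were all above the fold change minimum and set in rows with a mean of at least 1 FPKM. The spread setting was the same for every row, rows were independent and no library stood apart from its group. These results check the code and do not give the power or the error of the tests on the real libraries.

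The alternatives were other filters (none, and a mean of at least 1 FPKM), other scalings (75th percentile and quantile), pseudocounts of 1 and 0.01, limma without trend, the log2 ratio of group means, no fold change minimum, the adjusted p for shared genes, a replicate block and each library left out. DESeq2 1.42.0, limma for the implantation stage alone or with these settings, and genes near unannotated rows were added after the files had been opened. The replicate block rests on the replicate numbers of the labels, which no source describes as a pairing. All 3 mice of a group entered every main comparison.

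The qRT-PCR and cell experiments have no deposited values and were not analysed here. Trans targets, transcript-level differences, lncRNA conservation and the coding-potential filter of the paper were not analysed here. The copy of Table S2 used here holds only the opening part of its long sheets.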

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

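The tests of tissue markers and Y-linked genes below were chosen only after the results they concern had been seen. Quantile normalization and leaving out a library were among the alternatives written at the start. Their use to explain the results below was chosen after these had been seen.

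The Ankrd37 locus moved in opposite directions in the 2 stages, and the difference between its log2 fold changes was 3.33. This stood out because the study looks for genes that follow P4 in the same way at implantation and at labor. Scaling did not account for it, since the adjusted p of the difference in limma's test (Benjamini-Hochberg) was 0.000561 with quantile normalization, and neither did E4.5 replicate 3, without which it was 0.000516. The row sums the coding gene and the lncRNA, so which of them changed could not be tested, and the stage cannot be separated from the assembly of its table. With an adjusted p of 0.167 for the labor stage alone, the rise at E0.5 is the better measured part.

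Cyp26a1 differed between the stages by -6.22 on the log2 scale, with a large decrease at E0.5 and no clear change at E18.5. It stood out because it is a progesterone-induced gene of the implantation list and its 3 E4.5 libraries were far apart. The adjusted p of the difference in limma's test (Benjamini-Hochberg) was 0.0133 with quantile normalization and 0.000347 without E4.5 replicate 3, so neither of these technical explanations removed it. A restriction of the P4 effect on this gene to implantation is consistent with an adjusted p of 0.0504 or lower under all alternatives, but an effect of the separate assembly of the 2 stages was not tested.

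In E4.5 replicate 3, 12 of 13 ovary genes had their highest value of the 6 libraries of the stage, and all 12 were over 4 times above every other library. The median ratio of these genes to the other two E4.5 libraries was 37.3, and 2 of the 13 were at 1 FPKM or more elsewhere. The most abundant of the list were Inhba (47.0 FPKM against at most 1.74 in another library), Amh (18.9 against 0.904) and Foxl2 (17.2 against 4.18). Separately from the lists, of the protein-coding rows picked for the largest ratio of this library to all others, the most abundant were Hsd3b1 (519 FPKM against at most 0.0541), Akr1c18 (399 against 4.21), Cyp11a1 (378 against 0.951) and Cyp4f18 (318 against 0.474). Of 8 oviduct genes, 6 were highest in this library, with a median ratio of 12.8 and 3 of the 8 expressed elsewhere. Of the other lists of 8 genes, the adrenal list had 1 gene highest there and the liver list 3 (median ratio 1.49), and no adrenal gene was above 0.322 FPKM and Alb and Fgb were at 0 in this library, so the adrenal gland and liver did not account for it. Of the liver genes 1 is on another list. The fat list had 1 gene highest there, but E0.5 replicate 1 was highest for the other 7, and all 8 fat genes were higher than in both other E4.5 libraries, with a median ratio of 3.68. The same held for 12 ovary, 7 oviduct, 4 liver and 3 adrenal genes. More fat tissue than in the other E4.5 libraries therefore stays open as a part of the pattern, with 7 of the 8 fat genes expressed in the other libraries and only 1 library to judge by. Ovary tissue with oviduct could therefore have been left on this uterus, by 12 ovary and 6 oviduct genes, although no dissection record was available. Its smooth muscle genes had a median ratio of 0.198 to the other E4.5 libraries. Its depth was 96.9% of the mean of the other two, 747 protein-coding rows were over 4 times from them, which is not a few rows, and its highest correlation with an E0.5 library was 0.666, so depth, a few dominant rows and an exchanged label did not account for it. Biological variation in the expression of a uterus was not separable from added tissue with 1 library. The library was kept in all main comparisons.

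Afp, a gene of the yolk sac and fetal liver, reached 586 FPKM in E15.5 replicate 3, with 0.366 and 80.2 FPKM in the other E15.5 libraries and 135, 427 and 71.8 FPKM at E18.5. It stood out because the labels describe uterus. Of 10 further yolk sac genes, 8 were lowest in E15.5 replicate 1, as was Afp, and of the 8 fetal membrane and yolk sac genes 7 were. Of 6 adult liver genes, 1 was above 1 FPKM in E15.5 replicate 3, and 1 of 8 yolk sac genes separated the 2 days, so adult liver tissue and embryonic day did not account for it. Yolk sac tissue in varying amounts is a possible source, by the 8 genes of the further list, and would be a matter of dissection rather than of the uterus. Of these 8 fetal membrane and yolk sac genes, 2 are on another list, and of the 8 liver genes 6 were lowest in E15.5 replicate 1. In E15.5 replicate 3 the liver genes Alb and Apoa1 had 125 and 200 FPKM, while Apoc3 had 0.158 FPKM. Fetal liver was not tested as a separate source, so it stays open beside yolk sac.

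Ddx3y, a Y-linked gene, was at 0.232 FPKM in E18.5 replicate 1, although the animals are female. The summed FPKM of 4 Y-linked genes was 0.332, 0.394 and 0.405 in the E18.5 libraries and 0.0316, 0.325 and 0.00305 in the E15.5 libraries. RNA of male fetuses or their membranes could give such values, at a mean of 0.377 FPKM at E18.5, but the sex of the litters is not known and the amount of fetal tissue cannot be read from it. Of the 4 Y-linked genes, 1 was highest in E4.5 replicate 3 of the implantation stage.

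Trophoblast and placenta genes had a median log2 fold change of 1.71 at E18.5 relative to E15.5. This stood out because the labels describe uterus only. With quantile normalization the median was 1.69, so scaling did not account for it. The highest FPKM of Syna or Synb, genes of the labyrinth, was 0.122 at E18.5, so labyrinth placenta did not account for it, and 3 of 7 labyrinth genes were lowest in E15.5 replicate 1, with 2 of the list on another list. More fetal tissue on the E18.5 uteri might explain part of it, but the Y-linked mean of 0.377 FPKM leaves this open. Of 10 ways to split the 6 labor libraries, 2 gave the list a camera p as small.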

How the results depend on the processing

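DESeq2, limma as an alternative for the implantation stage, and genes near unannotated rows were chosen only after results had been seen. The other alternatives were written at the start. The design written at the start had named limma on FPKM for both stages, with edgeR for a table that holds counts. Values in parentheses are those of the comparisons in the text, and the cause of a changed value was not tested unless said.

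With a mean of at least 1 FPKM, rows by the study's criterion were 4396 at the implantation stage (7284), with 160.0 known lncRNA (417) and 2461 unannotated rows (4196), and 799 at the labor stage (1870), with 471 protein-coding (753), 34 known lncRNA and 237 unannotated rows (636). By adjusted p there were 418 unannotated rows at the implantation stage (245) and 3 rows at the labor stage (8). The shared rows were 129 (235), with 124 protein-coding (195) and 3 known lncRNA rows (21), and the correlation of fold changes was 0.216 (0.166). The median of the smooth muscle list was 0.66 at the implantation stage (0.64), and at the labor stage that of the neutrophil list was -1.96 (-0.19) and that of the decidua list 0.34 (0.16). There were 3 KEGG pathways near DE lncRNAs at the implantation stage (0) and 3 for DE protein-coding genes at the labor stage (7), and the GO terms near lncRNAs upregulated at E0.5 were 1 (0) and near those upregulated at E18.5 were 0 (5).

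With limma and a pseudocount of 1 at the implantation stage, rows by the study's criterion were 3066, with 934 protein-coding (2204), 70 known lncRNA and 1896 unannotated rows. The shared rows were 73, with 72 protein-coding and 0 known lncRNA rows. The contraction median was 0.021 (-0.23) and the smooth muscle median 0.90, and there were 5 KEGG pathways for DE protein-coding genes (10) and 2 near DE lncRNAs (0). With limma and a pseudocount of 0.01, 13 known lncRNA rows passed the adjusted p (22), the contraction median was 0.51, the smooth muscle median 0.999, and there were 5 KEGG pathways for DE protein-coding genes, 4 GO terms near DE lncRNAs (12) and 2 KEGG pathways near them. With limma on log2(FPKM + 0.1), 378 unannotated rows passed the adjusted p, the contraction median was 0.20, the smooth muscle median 0.99 and there were 4 GO terms near DE lncRNAs. With limma and quantile normalization, the contraction median was 0.14, the smooth muscle median 0.97, and there were 6 KEGG pathways for DE protein-coding genes and 2 GO terms near DE lncRNAs. Without trend, limma gave 199 protein-coding rows by adjusted p at the implantation stage (436), 27 rows at the labor stage, a contraction median of 0.20 at the implantation stage, 2 GO terms near DE lncRNAs there and 0 GO terms near lncRNAs upregulated at E18.5.

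DESeq2 gave 4812 rows by adjusted p at the implantation stage (719), with 1727 protein-coding, 244 known lncRNA and 2590 unannotated rows. Without a fold change minimum, protein-coding rows at the implantation stage were 4034, and rows at the labor stage were 3759, with 1826 protein-coding, 279 known lncRNA and 1117 unannotated rows. By the adjusted p, the shared rows were 0, where 235 met the study's criterion with an unadjusted p.

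With a pseudocount of 1 at the labor stage, rows by the study's criterion were 514, with 325 protein-coding, 20 known lncRNA and 136 unannotated rows, and 4 rows passed the adjusted p. DE protein-coding genes had 24 GO terms (60) and 0 KEGG pathways, genes near DE lncRNAs 1 GO term (0) and those near lncRNAs upregulated at E18.5 had 0. With a pseudocount of 0.01, the decidua median was 0.17 and there were 4 KEGG pathways for DE protein-coding genes and 0 GO terms near lncRNAs upregulated at E18.5. Without a filter on low values, 4 rows passed the adjusted p at the labor stage, the correlation of fold changes was 0.122, the neutrophil median at the implantation stage was 2.06 (0.38), the smooth muscle median 0.64, and there were 5 KEGG pathways near DE lncRNAs at the implantation stage and 1 GO term near them at the labor stage, as well as 1 near lncRNAs upregulated at E18.5. With 75th-percentile scaling, the cytokine median at the labor stage was -0.042 (0.022), the decidua median 0.10 and the log2 fold change of Snhg1 -0.038 (0.027), with 10 GO terms near lncRNAs upregulated at E18.5. With quantile normalization the decidua median at the labor stage was 0.10, and with the log2 ratio of group mean FPKM the cytokine median was -0.12, and each gave 0 GO terms near lncRNAs upregulated at E18.5. With genes near unannotated rows included, there were 0 GO terms near DE lncRNAs at the implantation stage. The ratio of protein-coding to lncRNA medians was 5.03 and 7.54 with a mean of at least 0.1 FPKM, and 6.53 and 12.9 with upper quartiles over rows, at the implantation and labor stages (13.0 and 18.8).

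The replicate numbers were also fitted as a block. The correlation of deviations from the group mean between libraries of the same number was -0.158, 0.0286 and -0.127 at the implantation stage and -0.0228, 0.0472 and -0.161 at the labor stage, so the numbers showed no pairing. With the replicate block, 0 rows passed the adjusted p at the implantation stage, with 0 protein-coding, 0 known lncRNA and 0 unannotated rows, where 6234 met the study's criterion with an unadjusted p. For the labor stage 2 rows passed it, and the effect differed between the stages for 69 rows (577). At the implantation stage the contraction median was 0.50, the cytokine median 0.80 (1.22), the decidua median -0.91 (-1.21) and the smooth muscle median 0.95, with 5 GO terms and 4 KEGG pathways near DE lncRNAs, and 8 GO terms were found near lncRNAs upregulated at E18.5.

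With 1 library left out, rows by adjusted p at the implantation stage were 0 (without E0.5 replicate 2) to 3200 (without E4.5 replicate 3), with 0 to 1490 protein-coding, 0 to 146 known lncRNA and 0 to 1433 unannotated rows. Those of the labor stage were 0 (without E18.5 replicate 1) to 29 (without E15.5 replicate 1). Shared protein-coding rows were 129 to 275 and shared known lncRNA rows 10 to 26, the correlation of fold changes was 0.116 to 0.174, and the effect differed between the stages for 187 (without E18.5 replicate 2) to 1270 rows (without E4.5 replicate 3). List medians at the implantation stage were -0.18 to 0.40 for contraction, 0.59 to 1.54 for cytokines, -0.30 to 1.51 for neutrophils, -1.96 to -0.24 for decidua, -1.54 to -0.39 for erythroid and 0.19 to 1.19 for smooth muscle genes. Those of the labor stage lists were -0.24 to 0.087 for progesterone-induced genes, 1.26 to 1.82 for estrogen-induced genes, -0.19 to 0.38 for cytokines, -0.59 to 0.12 for neutrophils, 1.14 to 2.81 for trophoblast, -0.058 to 0.49 for decidua and 0.25 to 0.64 for smooth muscle genes. At the implantation stage there were 5 to 14 KEGG pathways for DE protein-coding genes, and 1 to 18 GO terms and 1 to 4 KEGG pathways near DE lncRNAs. For the labor stage there were 33 to 75 GO terms and 2 to 7 KEGG pathways for DE protein-coding genes, and 0 to 9 GO terms near DE lncRNAs. Near lncRNAs upregulated at E0.5 there were 0 to 1 GO terms and near those upregulated at E18.5 there were 0 to 13. The ratio of medians at the implantation stage was 10.8 to 12.6. The log2 fold changes that changed sign were those of Pgr (labor, -0.22 to 0.011), Il1b (implantation, -0.74 to 1.82), Rpl24 (implantation, -0.22 to 0.052, and labor, -0.48 to 0.0096), Snhg1 (labor, -0.10 to 0.15), Mir99ahg (labor, -0.11 to 0.0030), Gpx1 (implantation, -0.51 to 0.31), Cyp26a1 (labor, -0.76 to 0.10) and A330023F24Rik (labor, -0.41 to 0.039).

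Of the values of named genes with 1 library left out, 11 changed direction, 77 lost a call, 3 gained one and 149 stayed the same, and under the other alternatives 1, 41, 2 and 362 did. Of the named terms with 1 library left out, 24 lost a call, 2 gained one and 310 stayed the same, and under the other alternatives 36, 8 and 514 did. Of the summary values with 1 library left out, 70 moved, 10 changed direction, 8 gained and 6 lost a call, and 242 stayed the same, and under the other alternatives 81 moved, 8 changed direction, 15 gained a call and 387 stayed the same.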

Differences from the paper's values

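No test was chosen after seeing a difference except where an alternative is said to have been added after values were seen. The counts here are of rows, which are loci, where Table S2 of the paper lists transcripts. The paper's filter on coding potential was not repeated on the unannotated rows. The counts below are therefore of unlike units, and a gap between them does not by itself contradict the paper.

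The paper reports 1041 unannotated lncRNAs that differed between E0.5 and E4.5 (567 upregulated and 103 downregulated), and 4196 unannotated rows did so here (2422 and 1774). No alternative set before the data were examined, and none added later, came near the paper's 3 values. The paper's 567 and 103 do not add up to its 1041.

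The paper reports 1149 DE mRNAs between E18.5 and E15.5, 623 of them upregulated at E18.5, and 753 and 401 protein-coding rows were found here. Alternatives set before the data were examined came nearer, with 803 and 421 rows at a pseudocount of 0.01, 812 and 418 with the log2 ratio of group mean FPKM, 1037 and 596 without E15.5 replicate 3 and 853 and 459 without E18.5 replicate 3.

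The paper reports 218 unannotated lncRNAs between E18.5 and E15.5, with 83 upregulated and 135 downregulated, and 636, 363 and 273 rows were found here. With a mean of at least 1 FPKM, set before the data were examined, the numbers were 237, 115 and 122, and with a pseudocount of 1 the upregulated rows were 59.

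The paper reports 117 shared DE mRNAs, and 195 protein-coding rows were shared here. Of the alternatives set before the data were examined, a mean of at least 1 FPKM gave 124, the replicate block 165 and 75th-percentile scaling 189. Leaving out a library gave 170, 165 and 168 without E0.5 replicates 1, 2 and 3, and 180 without E4.5 replicate 1. It gave 140 and 175 without E15.5 replicates 1 and 2, and 129 and 178 without E18.5 replicates 1 and 2. The rest of these gave more than 195, up to 275 without E15.5 replicate 3. Of those added after values were seen, limma for the implantation stage gave 167, with quantile normalization 157 and without trend 163. With a pseudocount of 1 it gave 72 and with 0.01 it gave 177, and DESeq2 gave 208.

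Table S2 gives the paper's log2 fold change of 15.44 for a transcript of A330023F24Rik and of -19.084 for a transcript of Cyp26a1 at E0.5 relative to E4.5, and the gene rows had 0.74 and -7.49. No alternative reached the paper's values. The rows are loci, where Table S2 lists transcripts with a floor of 0.0001 in place of 0. Of the 594 transcripts in the copy of the mRNA sheet, 464 had a group at that floor, and of the 461 matched to a tested row, 281 rows had an absolute log2 fold change under 1 and 69 had an adjusted p under 0.05 in edgeR's test. The median absolute log2 fold change was 13.7 in the paper's transcripts and 0.610 in these rows. The paper's mRNA sheet has 59190 rows and its known lncRNA sheet 36177, of which 594 and 1 were in the copy used here.

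The paper states that lncRNA-ANKRD37 is highly expressed during both stages, and the row of this locus was higher at E0.5 and lower at E18.5 than on the other day of the stage. The paper names nucleosome for the targets at the labor stage, and this term had an adjusted p of 0.00175 at the implantation stage and of 1 at the labor stage in Fisher's exact test, or 0.0848 near the lncRNAs upregulated at E18.5 alone. The paper's terms of lncRNA targets (membrane, nucleus, viral carcinogenesis and phagosome) had no adjusted p under 0.05 for genes near DE known lncRNAs here. Neither did its PI3K-Akt and MAPK pathways for the implantation stage, nor defense response. The paper calls terms at an unadjusted p under 0.05. By that threshold, viral carcinogenesis passed near these lncRNAs at the implantation stage (p = 0.00489 in the one-sided Fisher's exact test). Membrane, nucleus, phagosome and defense response passed there at neither stage. PI3K-Akt passed among DE protein-coding genes of the implantation stage (p = 0.0242 in Fisher's exact test), but not near DE lncRNAs. Nucleosome passed near lncRNAs upregulated at E18.5 (p = 0.000496 in Fisher's exact test). The paper describes most DE lncRNAs as intronic. Within a protein-coding row lay 58.6% of the DE known lncRNA and unannotated rows together at the implantation stage (36.7% of the known lncRNA and 60.8% of the unannotated rows), and 30.1% of the DE known lncRNA rows at the labor stage, where unannotated rows have no position, and lying within a row is not the same as lying in an intron. The paper reports 2 transcripts of HAND2OS1 as downregulated at E0.5, and the row of this gene was lower at E0.5 with an adjusted p of 0.313 in edgeR's test, or 0.00494 without E4.5 replicate 3.

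The methods of the paper describe Ballgown for differential expression and its results describe edgeR. The paper gives more than 91.12% mapped reads for the libraries, and the lowest value of its Table S2 is 90.52%.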

Other observations

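The marker lists, the Xist tests and the random splits below were chosen only after results had been seen, and the genes that escape X inactivation were listed before their values were read.

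Each count was compared with the other ways to split the libraries of a stage into 3 and 3, of which there are 10 with the real one, so that the real split can reach no lower than 1 of 10. The real split alone had the largest number of DE rows by the study's criterion at the implantation stage (1 of 10, next 3038) and at the labor stage (1 of 10, next 814), and by the adjusted p (1 of 10 at each stage, next 1 and 4). It was also alone for the progesterone-induced and estrogen-induced lists at the implantation stage (1 of 10 each) and the contraction list at the labor stage (1 of 10). Among the labor libraries, 2 of 10 splits gave the estrogen-induced list, 2 of 10 the trophoblast list, 2 of 10 the erythroid list and 3 of 10 the smooth muscle list a camera p as small, so these medians of 1.70, 1.71, -0.62 and 0.48 are not told apart from a grouping by chance. For terms, the real split was alone for GO and KEGG of DE protein-coding genes at both stages (1 of 10 each, next 62 and 8 at the implantation stage and 22 and 1 at the labor stage) and for GO near DE lncRNAs at the implantation stage (1 of 10, next 8), while all 10 of 10 did as well for GO near DE lncRNAs at the labor stage, where another split gave 11 terms. For GO near lncRNAs upregulated at E18.5, 2 of 10 splits gave as many as the 5 terms in one of their directions (at most 16), and near those upregulated at E0.5, where the real split gave 0, 10 of 10 did.

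Over both stages there are 100 splits. The number of shared DE rows was reached by 1 of 100 (next 102), but the real splits also have the most DE rows in each stage, which alone gives 110 shared rows, so this rank decides nothing. Relative to the number expected from both counts, the overlap of 2.14 times was reached by 18 of 100 (at most 3.57). The share with the same direction was as far from 50% in 27 of 100. The other splits shared at most 102 rows, so their ratios and shares rest on fewer rows and can vary more. These ranks therefore neither exclude a grouping by chance nor show that it accounts for the excess or the shared direction. The exact p-values beside them do not allow for correlated rows. The number of rows whose effect differs between the stages, 577 (279 positive, with 3900 at an unadjusted p under 0.05), was reached by 4 of 100, with 770 at most.

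Xist (X chromosome, 103460366 to 103483254) had 127 counts in E0.5 replicate 3, against 138995 and 122640 in the other E0.5 libraries and 162912, 187799 and 100005 in the E4.5 libraries. No overlapping row gained counts (0), and the Y-linked genes had 0 counts in this library, so a shift to another row and male tissue did not account for it. A single X chromosome could explain it, since the median ratio of Kdm6a, Kdm5c, Eif2s3x and Ddx3x, which escape X inactivation, to their mean in the other E0.5 libraries was 0.675 (0.617, 0.655, 0.696 and 0.803). All 4 were below both libraries, where 355 other X-linked protein-coding rows had a median ratio of 1.04, 6.48% had a ratio as low and 25.1% were below both. This is 1 mouse, and DNA from it would test the hypothesis.

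The other lists of the implantation stage did not pass an adjusted p under 0.05 in camera, with medians of -0.23 for contraction (0.177), 1.22 for cytokines (0.115), 0.38 for neutrophils (0.173), -1.21 for decidua (0.295), -1.03 for erythroid (0.173) and 0.64 for smooth muscle genes (0.0544, higher in 8 of 8 rows). The trophoblast list had no tested row at that stage. In the comparison of E18.5 with E15.5, the trophoblast list (8 of 10 rows higher, adjusted p of 0.00326), the erythroid list (lower in 8 of 8, 0.00246) and the smooth muscle list (higher in 7 of 8, 0.0394) passed camera at the preset correlation but had an adjusted p of 0.187 with fry. Decidua (0.16, adjusted p of 0.0523), cytokine (0.02, 0.673) and neutrophil genes (-0.19, 0.491) did not pass it.

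Of the inflammatory and receptor genes the paper discusses, Pgr had a log2 fold change of -0.46 at E0.5 (adjusted p of 0.770 in edgeR's test, with 8.86, 9.52 and 1.31 FPKM at E4.5) and of -0.13 at E18.5 (0.787 in limma's test). Il1b had 1.29 (0.577), from 0.195, 1.22 and 0.0453 FPKM in the E0.5 libraries, and 0.20 at E18.5 (0.823), and Il6 was too low to test. Gpx1 had 39.6 ± 27.9 FPKM (SD, n = 3) at E0.5 and 44.9 ± 8.78 FPKM (SD, n = 3) at E4.5, and at the labor stage E15.5 replicate 2 alone had 105.6 FPKM. A330023F24Rik had an adjusted p of 0.277 in edgeR's test and Cyp26a1 an adjusted p of 0.724 at E18.5 in limma's test.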
